# Harnessing the IL-21-BATF Pathway in the CD8^+^ T Cell Anti-Tumor Response

**DOI:** 10.3390/cancers13061263

**Published:** 2021-03-12

**Authors:** Paytsar Topchyan, Gang Xin, Yao Chen, Shikan Zheng, Robert Burns, Jian Shen, Moujtaba Y. Kasmani, Matthew Kudek, Na Yang, Weiguo Cui

**Keywords:** BATF, IL-21, CD8 T cells, CD4 T cells, adoptive cell therapy, cancer immunotherapy

## Abstract

**Simple Summary:**

In cancer, CD8^+^ T cells enter a state of dysfunction within the tumor that prevents them from targeting and killing tumor cells. Our study aims to uncover how CD8^+^ T cells can be helped by CD4^+^ T cells or modified in order to improve their effector function against cancer. Thus, allowing them to better fight and control tumors. Our work shows that the protein Basic Leucine Zipper ATF-Like Transcription Factor (BATF) may be a key regulator of CD8^+^ T cells and their anti-tumor function. These findings can provide further insight for the development of novel therapeutic treatments for cancer patients.

**Abstract:**

In cancer, CD8^+^ T cells enter a dysfunctional state which prevents them from effectively targeting and killing tumor cells. Tumor-infiltrating CD8^+^ T cells consist of a heterogeneous population of memory-like progenitor, effector, and terminally exhausted cells that exhibit differing functional and self-renewal capacities. Our recently published work has shown that interleukin (IL)-21-producing CD4^+^ T cells help to generate effector CD8^+^ T cells within the tumor, which results in enhanced tumor control. However, the molecular mechanisms by which CD4^+^ helper T cells regulate the differentiation of effector CD8^+^ T cells are not well understood. In this study, we found that Basic Leucine Zipper ATF-Like Transcription Factor (BATF), a transcription factor downstream of IL-21 signaling, is critical to maintain CD8^+^ T cell effector function within the tumor. Using mixed bone marrow chimeras, we demonstrated that CD8^+^ T cell-specific deletion of BATF resulted in impaired tumor control. In contrast, overexpressing BATF in CD8^+^ T cells enhanced effector function and resulted in improved tumor control, bypassing the need for CD4^+^ helper T cells. Transcriptomic analyses revealed that BATF-overexpressing CD8^+^ T cells had increased expression of costimulatory receptors, effector molecules, and transcriptional regulators, which may contribute to their enhanced activation and effector function. Taken together, our study unravels a previously unappreciated CD4^+^ T cell-derived IL-21–BATF axis that could provide therapeutic insights to enhance effector CD8^+^ T cell function to fight cancer.

## 1. Introduction

Adoptive cell transfer immunotherapy has made great advancements towards effective treatments, especially for patients with hematological malignancies, but immunotherapeutic efficacy in treating those with solid tumors remains limited. A key factor for this setback in treating solid tumors is that tumor-infiltrating lymphocytes (TILs) often differentiate into dysfunctional states, resembling exhausted T cells that arise in chronic viral infections [1,2,3]. Along with the upregulation of inhibitory molecules, such as programmed cell death protein 1 (PD-1), the dysfunctional state of exhaustion in CD8^+^ T cells is characterized by diminished effector function, namely decreased cytotoxic activity and reduced expression of effector molecules such as granzyme B and interferon-γ (IFNγ) [1,4].

In prolonged inflammatory states such as chronic infection and cancer, CD8^+^ T cells are comprised of a heterogeneous population with differing functional characteristics, such as stem-like proliferative capacity and cytolytic effector function [5,6,7,8,9]. Interestingly, we and others have identified a progenitor or memory-like CD8^+^ T cell subset (TCF1^hi^ Ly108^+^), present in chronic infection and cancer, with a unique capacity for self-renewal [5,6,10,11]. Our recently published findings have demonstrated that these progenitor cells can give rise to two distinct CD8^+^ T cell subsets during chronic viral infection: CX_3_CR1^+^ cytolytic effector CD8^+^ T cells and terminally exhausted Ly108^−^CX_3_CR1^−^ PD-1^hi^ cells [5]. The effector CX_3_CR1^+^ subset exhibits augmented cytolytic function and secretion of effector molecules, such as granzyme B and IFNγ [10,11]. Consistently, CX_3_CR1 upregulation in CD8^+^ T cells is associated with positive outcomes in melanoma patients [12]. Alternatively, chronic antigen stimulation can cause progenitor CD8^+^ T cells to differentiate towards an exhausted state, counterproductive to overcoming viral infections or preventing tumor growth [13]. Thus, redirecting progenitor cell differentiation towards CX_3_CR1^+^ effector cells will likely help overcome functional exhaustion of tumor-reactive CD8^+^ T cells.

CD4^+^ T cells provide “help” to cytotoxic CD8^+^ T cells to support tumor control [14,15]. In chronic viral infection, CD4^+^ T cells are also necessary for sustained CD8^+^ T cell function [16,17]. In particular, studies have found a critical role for interleukin (IL)-21, a cytokine produced primarily by CD4^+^ T cells, in facilitating a CD8^+^ T cell response in both cancer and chronic infection [18,19,20,21]. More recently, our findings suggest that IL-21-producing CD4^+^ T cells are required for the formation of effector CX_3_CR1^+^ CD8^+^ TILs, which enhances tumor control [5]. However, the precise molecular mechanisms by which IL-21-producing CD4^+^ T cells coordinate this anti-tumor effect are not well understood.

We have previously demonstrated that IL-21 signaling through signal transducer and activator of transcription 3 (STAT3) induces Basic Leucine Zipper ATF-Like Transcription Factor (BATF) activation in CD8^+^ T cells, resulting in their sustained survival and effector function during chronic viral infection [21]. BATF is a pioneer transcription factor (TF) known to facilitate changes in the chromatin landscape, promoting the differentiation of effector CD8^+^ T cells in the chronic viral infection model [22]. However, its role in cancer is not well studied. We, therefore, sought to assess the CD8^+^ T cell-intrinsic requirement of BATF downstream of IL-21 signaling, its role in effector CD8^+^ T cell differentiation and function in cancer, and its utility as a potential immunotherapeutic target.

## 2. Results

### 2.1. BATF Is Intrinsically Required for CD8^+^ T Cell Effector Function within the Tumor

To determine if BATF is intrinsically required for CD8^+^ T cell-mediated tumor control, we utilized a mixed bone marrow chimera (BMC) model. To do this, *Cd8a*^−/−^ recipient mice were reconstituted with *Cd8a*^−/−^ (70%) and either wild-type (*Batf^+/+^)* or *Batf*^−/−^ (30%) bone marrow. Normal CD4 and CD8 T cell development is observed in *Batf*^−/−^ mice [23], supporting the use of this mixed BMC model to study CD8 T cells’ differentiation in melanoma. Subsequently, we inoculated mixed BMC mice with B16-F10 melanoma and monitored their growth and survival. Mice with *Batf*^−/−^ CD8^+^ T cells had significantly larger tumors compared to wild-type controls (Figure 1A). The BATF-deficient group also exhibited reduced survival (Figure 1B). These findings indicate that BATF is intrinsically required for CD8^+^ T cell-mediated tumor control.

Next, we utilized this mixed BMC model to assess tumor-infiltrating CD8^+^ T cell phenotypes and functions. We initially inoculated mixed BMC mice with B16-GP33 tumors in order to assess GP33 tetramer-specific CD8^+^ T cells. However, too few tetramer-specific cells were detected (data not shown); therefore, total activated (CD44^+^) CD8^+^ T cells were instead analyzed for all future experiments. There was a significantly lower number of tumor-infiltrating CD8^+^ T cells per mm^3^ of tumor volume from the *Batf^−/−^* group (Figure 1C). Additionally, BATF-deficient tumor-reactive CD8^+^ T cells had significantly lower expression of granzyme B, a cytolytic molecule produced by effector lymphocytes (Figure 1D). In summary, these findings suggest that BATF is an essential component of CD8^+^ T cell anti-tumor effector function.

### 2.2. BATF Acts Downstream of IL-21 Signaling to Enhance the Anti-Tumor CD8^+^ T Cell Response

Adoptive cell transfer (ACT) of CD4^+^ helper T cells has shown promise in cancer immunotherapy [24,25]. Interestingly, other studies have found that IL-21 may be responsible, in part, for the anti-tumor functions of helper CD4^+^ T cells [26]. Our group has previously shown that IL-21-producing CD4^+^ T cells provide critical help to promote the generation of effector CX_3_CR1^+^ CD8^+^ T cells in a preclinical melanoma model [5]. Therefore, we next tested whether BATF, which is downstream of IL-21 signaling, is necessary for endogenous CD8^+^ T cell effector differentiation in response to ACT of IL-21-producing CD4^+^ T cells. Utilizing our mixed BMC model (Figure 1), melanoma tumor-bearing mice were adoptively transferred with IL-21-producing CD4^+^ T cells. Prior to ACT, tumor-specific CD4^+^ T cells were cultured in Th17 skewing conditions to produce IL-21, as we have previously published [5,27]. Tumor volumes were measured immediately before ACT and at multiple time points post-ACT (Figure 2A). Eight days following treatment, harvested tumors were assessed for immune cell phenotype and function. *Batf^−/−^* mice exhibited significantly lower numbers of tumor-infiltrating CD8^+^ T cells per mm^3^ of tumor volume as compared to wild-type controls following IL-21-producing CD4^+^ T cell ACT (Figure 2B). Upon assessment of tumor-reactive CD8^+^ T cells, we found that the *Batf^−/−^* group had a significantly lower frequency of effector CX_3_CR1^+^ CD8^+^ T cells with a concomitant increase in Ly108^−^ CX_3_CR1^−^ exhausted CD8^+^ T cells (Figure 2C). Furthermore, tumor-infiltrating *Batf^−/−^* CD8^+^ T cells had significantly lower expression of the cytolytic effector molecule granzyme B (Figure 2D). Interestingly, surface expression of PD-1 was significantly lower in BATF-deficient CD8^+^ T cells than their wild-type counterparts (Figure 2E). PD-1, although generally regarded as an inhibitory receptor, is also indicative of T cell activation [28,29], suggesting that BATF plays an important role in the maintenance of activated CD8^+^ T cells in the tumor. These findings indicate that BATF is indispensable in effector CX_3_CR1^+^ CD8^+^ T cell anti-tumor function in response to IL-21-producing CD4^+^ T cell immunotherapy. 

### 2.3. BATF Overexpression in Tumor-Specific CD8^+^ T Cells Enhances Tumor Infiltration and Effector Function, Bypassing the Need for CD4^+^ T Cell Help

After observing the critical role of BATF downstream of IL-21 signaling in tumor-infiltrating effector CD8^+^ T cell differentiation, infiltration, and function, we wanted to explore whether BATF overexpression in tumor-specific CD8^+^ T cells could bypass their need for CD4^+^ T cell help. We first retrovirally transduced Pmel CD8^+^ T cells with either MSCV-IRES-Thy1.1 (MIT)-Empty vector or MIT-BATF retrovirus (RV) (Figure S2). CD8^+^ T cells from Pmel mice express transgenic T cell receptors specific to the gp100 antigen of B16 melanoma, making them a perfect candidate for tumor-specific CD8^+^ T cells for our adoptive cell therapy treatment. MIT-BATF-transduced CD8^+^ T cells exhibited higher expression of granzyme B than CD8^+^ T cells transduced with MIT-Empty vector (Figure 3A, top). Furthermore, BATF-overexpressing cells showed reduced expression of the transcription factor T cell factor 1 (TCF1) (Figure 3A, bottom), indicating enhanced effector CD8^+^ T cell differentiation, as downregulated TCF1 is also observed in progenitor-to-effector CD8^+^ T cell transition during chronic lymphocytic choriomeningitis virus LCMV infection [6,7]. Mice treated with BATF-overexpressing CD8^+^ T cells maintained significantly slower tumor growth compared to those that received the empty vector-transduced CD8^+^ T cell treatment (Figure 3B). One week following treatment, tumors were harvested for assessment. Tumors of mice treated with MIT-BATF had significantly more tumor-infiltrating, adoptively transferred (Thy1.1^+^) CD8^+^ T cells compared to MIT-Empty vector control mice (Figure 3C). Further assessment of these adoptively transferred cells indicated that BATF overexpression enhances CX_3_CR1 surface expression (Figure 3D) and production of granzyme B (Figure 3E). Thus, these findings suggest that BATF is a critical transcription factor that, when overexpressed, can enhance the tumor infiltration, survival, and function of tumor-specific cytotoxic effector CD8^+^ T cells, resulting in significantly reduced tumor growth.

### 2.4. BATF-Overexpressing Tumor-Specific CD8^+^ T Cells Exhibit an Effector Program Similar to CD8^+^ T Cells Found in LCMV Infection

As our previous findings indicated, BATF overexpression enhanced tumor infiltration and function of effector CD8^+^ T cells within the tumors of mice treated with this adoptive cell therapy. To better understand how BATF may regulate this enhanced effector program, we conducted bulk RNA sequencing of tumor-infiltrating, adoptively transferred transduced CD8^+^ T cells. 

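The retroviral vector carries mouse Batf, an AP-1 family transcription factor gene on chromosome 12 of GRCm38 (mm10) from 85686669 to 85709087. Batf was measured at 21.9 ± 5.54 CPM (counts scaled to library size; SD, n = 5 mice) in the libraries labelled MIT-BATF and at 29.2 ± 14.8 CPM (SD, n = 5 mice) in those labelled MIT-Empty. Its log2 fold change was -0.41 (95% confidence interval -1.06 to 0.23, adjusted p = 0.522 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Replicates 1 to 5 held 12.4, 22.6, 23.5, 24.8 and 26.5 CPM of Batf under the label MIT-BATF, and 13.5, 19.9, 36.8, 24.9 and 50.8 CPM under the label MIT-Empty. The sequence of the vector's Batf reading frame is not given in the sources used here, so whether its transcript was counted as Batf is not known. Thy1, whose Thy1.1 form marks transduced cells of both groups, was at 276 ± 77.8 CPM and 263 ± 27.8 CPM (SD, n = 5 each; log2 fold change 0.07, adjusted p = 0.902 from the same test). The group names in what follows are those of the deposited labels, and each direction is that of the libraries so labelled.
Pmel CD8+ T cells, which carry a T cell receptor against the melanoma antigen gp100, were recovered from B16-F10 melanomas 7 days after transfer. From each mouse 2000 live Thy1.1+ cells were sorted, and cDNA made by a modified SMART-Seq2 protocol was sequenced as paired reads of 37 bp. The authors processed the reads with the nf-core/rnaseq pipeline and quantified transcripts of the mm10 genome with Salmon. The deposited values are estimated counts and TPM values for 112092 transcripts, of which 111787 were matched to the GENCODE annotation of GRCm38. Here the estimated counts were summed per gene and rounded. Totals ran from 10702908 to 34102346 counts in MIT-BATF (median 20971113) and from 6534648 to 21355922 in MIT-Empty (median 12239636). Normalization was by TMM, and genes were tested that passed edgeR's expression filter. In the MIT-BATF group replicate 1 had 33.2% of its counts in mitochondrially encoded genes, against 11.5% to 15.1% in the other replicates. The MIT-Empty libraries had 15.5% to 23.1%, each above those other MIT-BATF replicates. Gene lists for cell states, pathways and other cell types were fixed before the data were examined and tested with camera, which compares a list's members with all other genes at a preset correlation of 0.01.
The counts of the 10 libraries are nested. Gene by gene, the counts of MIT-Empty replicates 4 and 5 lie within those of replicates 2 and 3, and the same holds in MIT-BATF. In these 4 pairs the contained library exceeded the other in 0.286%, 0.661%, 0.488% and 0.648% of genes with at least 5 counts, while the other pairs of libraries did so in at least 3.54%. Col3a1, a collagen gene, had 409 counts in MIT-Empty replicate 2 and 406 in replicate 4, and Hba-a2, a globin gene, had 234 in each. In MIT-BATF the macrophage gene Mrc1 had 113 counts in replicate 3 and 113 in replicate 5. All 10 libraries were tested as deposited, and p-values over them are too small if nested counts come from the same reads, which were not examined. SDs, standard errors and confidence intervals over them would then tend to be too small as well. A second fit, chosen after seeing the counts, took each contained library off the library that holds it, which left 14007131, 9142561, 10485339 and 13133249 counts in MIT-Empty replicates 2 and 3 and MIT-BATF replicates 2 and 3. Its values are given as those with shared reads counted once, which takes nested counts for shared reads. In counts simulated for 11129 genes with 200 changed, 7 of 122 calls were false with separate libraries and 83 of 221 with such sharing.

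**Figure D1:**
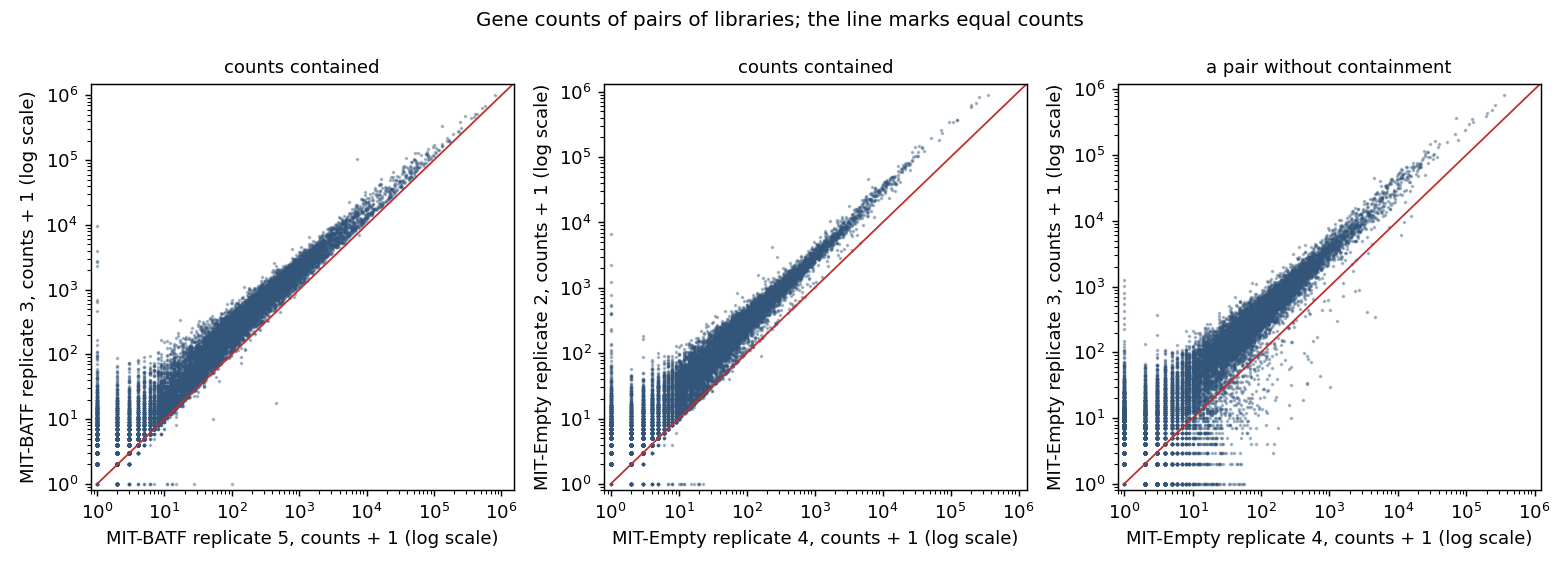
Counts per gene plus 1, on log axes, in 3 pairs of libraries, 1 point per gene, with a line at equal counts. In the pairs MIT-BATF replicates 5 and 3 and MIT-Empty replicates 4 and 2 nearly every gene lies on or above the line, while in MIT-Empty replicates 4 and 3 many genes lie on both sides.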

Principle component analysis showed that tumor-reactive BATF-overexpressing CD8^+^ T cells exhibited a distinct transcriptional profile compared to control empty vector-transduced CD8^+^ T cells (Figure S3A). 

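Between the groups, 254 genes rose and 286 fell in the libraries labelled MIT-BATF. Ctla2a, a cysteine protease inhibitor gene, was at 1450 ± 293 CPM in MIT-BATF and 333 ± 61.3 CPM in MIT-Empty (SD, n = 5 each), a log2 fold change of 2.12 (standard error 0.19, adjusted p = 4.3e-05 from edgeR's quasi-likelihood test). Its neighbour Ctla2b (log2 fold change 1.89), which is similar enough to share reads with it, Fgl2 (2.26), the TGF-beta-induced gene Pmepa1 (1.90) and Emp1 (1.77) rose as well. Dapl1, on chromosome 2 from 59484653 to 59505020, fell from 362 ± 93.9 to 59.1 ± 18.0 CPM, a log2 fold change of -2.61 (standard error 0.24, adjusted p = 4.3e-05). With shared reads counted once Dapl1 had a standard error of 0.52 and an adjusted p of 0.0152 from edgeR. Ctla2a then had a standard error of 0.30 and an adjusted p of 0.00304. Igfbp7 (-5.93) and Lad1 (-2.97) also fell. Among the largest falls were the melanocyte genes Tyrp1, Mlana and Pmel, with Tyrp1 at 753 CPM in MIT-Empty replicate 4 and 4.48 or less in every MIT-BATF library. The 243 CPM in MIT-Empty replicate 2 stand for 4791 counts, and those of replicate 4, which lie within its counts, for 4662. Pmel did not pass with shared reads counted once (adjusted p = 0.087 from edgeR).
On the first principal component of rlog values of the 500 most variable genes, which held 45.8% of the variance, the scores were 9.75 ± 1.30 in MIT-BATF and -9.75 ± 12.5 in MIT-Empty (SD, n = 5 each). The difference had p = 0.00794 in a two-sided exact permutation test, the smallest that 5 libraries against 5 allow. MIT-Empty replicate 4 had the lowest score, -27.4, and replicate 2, whose counts contain its counts, had -18.0. The MIT-Empty scores rose as Tyrp1 fell, from 753 CPM in replicate 4 to 9.46 CPM in replicate 5, which scored 1.65. Components without melanoma genes were not computed, so how far this component follows melanoma RNA is not known. Without MIT-Empty replicate 4 the difference between the groups was 19.3, against 19.5 with it. With shared reads counted once the component held 32.6% of the variance, with scores of 8.67 ± 6.45 and -8.67 ± 11.0 and replicate 2 at -3.20, and 64 genes rose and 76 fell, 138 of these 140 being among the calls over the deposited counts. Without MIT-Empty replicate 2 the calls were 287, and without MIT-BATF replicate 2 they were 321.

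**Figure D2:**
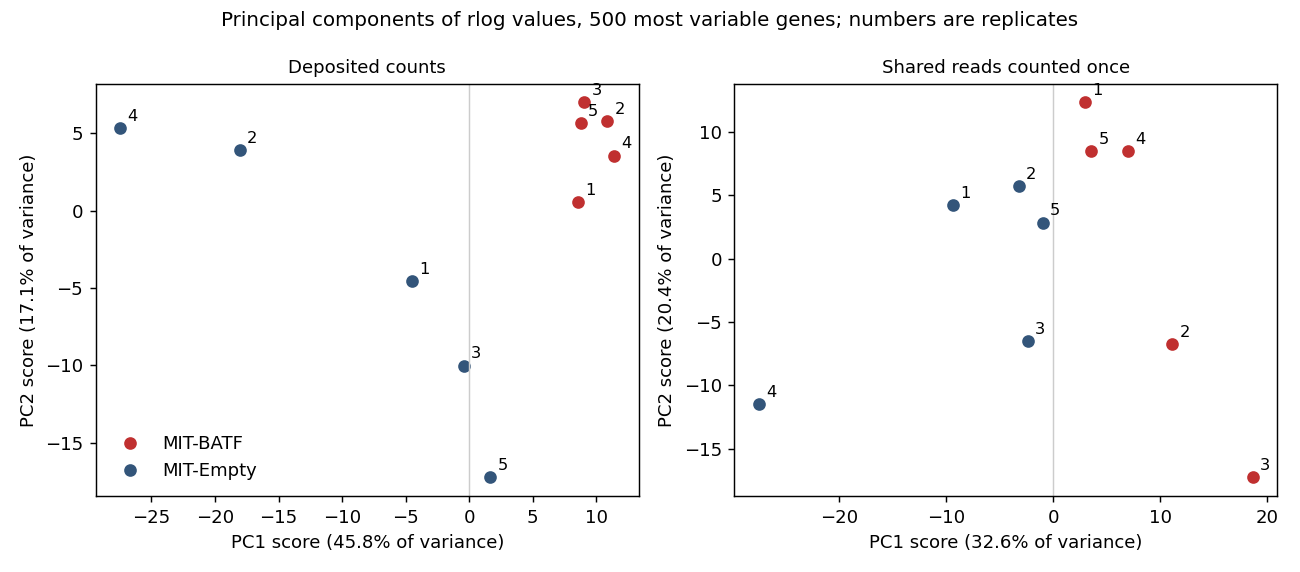
Scores on the first and second principal components of rlog values for the 10 libraries, MIT-BATF in red and MIT-Empty in blue, numbered by replicate, for the deposited counts (left) and with shared reads counted once (right). In both panels every MIT-BATF library has a higher first component than every MIT-Empty library.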

To assess the changes in these tumor-reactive CD8^+^ T cells upon BATF overexpression, we conducted gene set enrichment analysis (GSEA) using gene sets from the Broad Institute’s Molecular Signatures Database (MSigDB) and the Reactome database. Analysis of immunologic gene signature and hallmark gene sets revealed that BATF-overexpressing tumor-specific CD8^+^ T cells found in the tumor exhibited a transcriptional profile consistent with higher effector, higher memory, and lower exhausted gene expression profiles (Figure 4A). 

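Genes of effector function were higher as a list in the libraries labelled MIT-BATF. Of 29 measured members of the effector list, 7 rose and none fell (10 and 0 when adjusted over the list alone), with a median log2 fold change of 0.30. Ccl5, a chemokine of cytotoxic T cells, was at 1820 ± 633 CPM in MIT-BATF and 781 ± 131 CPM in MIT-Empty (SD, n = 5 each; log2 fold change 1.22, adjusted p = 0.00601 from edgeR's quasi-likelihood test), but had an adjusted p of 0.301 with shared reads counted once, where the groups overlapped. Il12rb2, a subunit of the IL-12 receptor, had a log2 fold change of 1.46 (standard error 0.24, adjusted p = 0.00303 from the same test, and 0.0198 with shared reads counted once). The perforin gene Prf1 (0.23), Ifng (-0.22) and Tbx21 (0.29) did not pass it. The list's test by camera had an adjusted p of 8.27e-05, and 0.0424 with an estimated correlation. In the same comparison markers of other cell types were lower in MIT-BATF by edgeR, 7 of 8 melanoma markers (median log2 fold change -3.86) and 4 of 13 macrophage and monocyte markers (median -1.66), or 2 of 7 and 1 of 12 counting shared reads once. MIT-BATF replicate 1 stood apart by its mitochondrial share of 33.2%, and the effector list passed camera without it.
Of 20 memory and progenitor genes, 4 rose and 1 fell (9 and 4 when adjusted over the list alone), with a median of 0.28. The transcription factor gene Lef1 (log2 fold change 1.00), Satb1 (1.28), the survival gene Bcl2 (0.67) and S1pr1 (1.20), whose product guides lymphocytes out of tissue, rose, and Dapl1 fell. Tcf7, which encodes TCF1, had a log2 fold change of 0.03 and Slamf6, which encodes Ly108, one of 0.17 (adjusted p = 0.974 and 0.716 from edgeR). The memory list did not pass its test (adjusted p = 0.079 by camera and 0.54 with an estimated correlation), though it did with shared reads counted once (0.015, and 0.259 with an estimated correlation).
Of 27 exhaustion genes, 2 rose and 6 fell (2 and 7 when adjusted over the list alone). DESeq2 called 2 of them higher and 6 lower, and limma voom 6 higher and 6 lower. The median of the exhaustion list was 0.14 while camera placed it downward, without passing the threshold (adjusted p = 0.68). Its sign by camera was upward with limma voom (adjusted p = 0.715) and with no filter (0.875), and neither passed. Counting shared reads once, the members past the test numbered 3 of 28 effector genes, 4 of 20 memory genes and 5 of 27 exhaustion genes, and Lef1 had an adjusted p of 0.108 from edgeR. The MSigDB sets of Fig. 4A are not used here.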

Our findings also indicated that, compared to empty vector controls, tumor-specific CD8^+^ T cells that overexpressed BATF expressed a gene set more similar to CD8^+^ T cells found in acute, rather than chronic, LCMV infection (Figure 4A,B). Conversely, relative to BATF-overexpressing cells, empty vector control cells upregulated a second set of genes enriched in chronic LCMV infection compared to acute LCMV infection (Figure S3B). These associations with T cell effector functions were also observed when benchmarking our cells against gene signatures of multiple CD8^+^ T cell phenotypes from chronic LCMV infection. Here, relative to empty vector-transduced control CD8^+^ T cells, BATF-overexpressing CD8^+^ T cells exhibited enrichment for a gene set upregulated in early effector CD8^+^ T cells compared to late exhausted CD8^+^ T cells (Figure 4C). These data collectively suggest that BATF overexpression results in a more functional CD8^+^ T cell effector profile, rather than an exhausted profile.

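Of the exhaustion genes, Tox, Spry1, Cd200, Btla, Ikzf2 and Nr4a3 fell and Maf and Ctla4 rose in the libraries labelled MIT-BATF. Spry1, an inhibitor of receptor signaling, was at 2.19 ± 1.26 CPM in MIT-BATF and 11.1 ± 4.24 CPM in MIT-Empty (SD, n = 5 each; log2 fold change -2.32, standard error 0.39, adjusted p = 0.0036 from edgeR's quasi-likelihood test). Cd200 (-1.78), the inhibitory receptor gene Btla (-1.28), Ikzf2, which encodes the transcription factor Helios (-1.36), and the nuclear receptor gene Nr4a3 (-0.59) fell in the same test. Maf (1.90) and the inhibitory receptor gene Ctla4 rose, the latter from 236 ± 50.1 to 389 ± 18.5 CPM (log2 fold change 0.72, adjusted p = 0.015). Pdcd1, which encodes PD-1, had a log2 fold change of 0.12 (standard error 0.19, adjusted p = 0.805). Lag3 was at 0.20, Havcr2 at 0.60 and Tigit at -0.07, and none of these passed the test. When shared reads were counted once, Spry1 (adjusted p = 0.0241), Cd200, Ikzf2 and Maf passed the test, while Ctla4 (0.0687), Btla (0.0806) and Nr4a3 (0.224) did not.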

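The 24 genes of the heatmap in Fig. 4D were chosen by the study on these same libraries, so their direction here is not independent evidence. All 24 had fold changes on the side the heatmap gives, and 17 passed edgeR's quasi-likelihood test over all genes at an adjusted p under 0.05 in the libraries labelled MIT-BATF (23 when adjusted over the list alone). Counting shared reads once, 7 passed (20 when adjusted over the list alone), namely Icos, Gzmb, Gzmc, Cxcr3, Cxcr6, Smad3 and Tox. Without MIT-Empty replicate 2, and likewise without MIT-BATF replicate 4, 11 passed.
Of 12 chemokine receptor genes measured, 6 rose and none fell, with a median log2 fold change of 0.85 (8 and 1 when adjusted over the list alone; adjusted p = 1.03e-10 by camera, 0.0026 with an estimated correlation). Cxcr6, on chromosome 9 from 123806475 to 123811760, was at 515 ± 51.1 CPM in MIT-BATF and 267 ± 32.9 CPM in MIT-Empty (SD, n = 5 each; log2 fold change 0.95, standard error 0.14, adjusted p = 0.0014 from edgeR). Cxcr3 (log2 fold change 1.08), Cxcr4 (1.24), Ccr2 (1.20), Ccr1 (3.98) and Xcr1 (2.06), which is also in the dendritic cell list, rose. Ccr2 was at 142 CPM in MIT-BATF replicate 1 and 67.5 to 87.4 CPM in the other MIT-BATF libraries. That replicate had 33.2% of its counts in mitochondrial genes. With shared reads counted once edgeR called 4 of the 12 receptor genes higher, and Cxcr4 (adjusted p = 0.0823) and Ccr2 (0.0836) did not pass. Of 14 adhesion and homing receptor genes, 3 rose and none fell (8 and 0 when adjusted over the list alone), among them Itga1 (1.90), which encodes an integrin chain that binds collagen (adjusted p = 1.8e-04 for the list by camera, 0.0735 with an estimated correlation). Of the adhesion genes 1 of 13, S1pr1, passed edgeR's test with shared reads counted once, and Itga1 did not (adjusted p = 0.0654). Melanoma and macrophage markers were lower in the same libraries.
Of 15 activation markers, 3 rose and none fell (8 and 0 when adjusted over the list alone; adjusted p = 1.45e-04 by camera, 0.0424 with an estimated correlation). These were the interferon gamma receptor gene Ifngr1 (log2 fold change 0.73, adjusted p = 0.0215), Rara (1.65, adjusted p = 0.022) and Myc (0.67, adjusted p = 0.0173). Of these markers edgeR called 0 with shared reads counted once (Myc at an adjusted p of 0.074, Ifngr1 at 0.095 and Rara at 0.148), with 6 at an unadjusted p under 0.05, and DESeq2 called 3. Cd44, on chromosome 2 from 102811141 to 102901665, was at 164 ± 19.8 and 119 ± 23.8 CPM (log2 fold change 0.46, standard error 0.16, adjusted p = 0.119 from edgeR), and Il2rb had a log2 fold change of 0.45 (adjusted p = 0.133). Of 18 costimulatory receptor genes, 1 rose and none fell (4 and 0 when adjusted over the list alone). Icos, on chromosome 1 from 60977927 to 61000320, rose from 181 ± 39.7 to 396 ± 58.7 CPM (log2 fold change 1.13, standard error 0.17, adjusted p = 0.00163), and Cd28 was at 287 ± 56.3 and 231 ± 13.4 CPM (0.31, adjusted p = 0.28). The costimulatory list had an adjusted p of 0.0224 by camera and 0.149 with an estimated correlation. Among transcription factors, Id2 (0.91) and Smad3 (1.25, from 5.69 ± 1.08 to 13.5 ± 3.45 CPM) rose, and Zbtb9 had a log2 fold change of 1.09 (adjusted p = 0.0557).

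**Figure D3:**
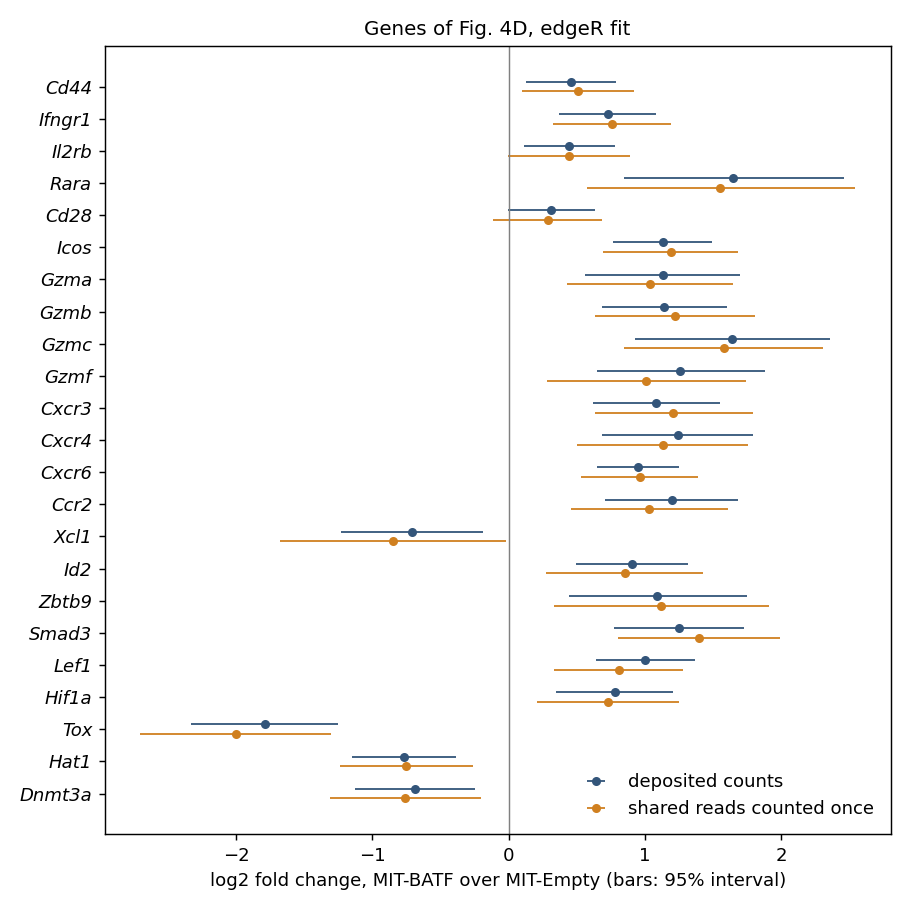
Log2 fold changes of MIT-BATF over MIT-Empty for the genes of Fig. 4D reported here (points), with 95% intervals (bars), from edgeR's fit of 5 libraries per group, for the deposited counts in blue and with shared reads counted once in orange. Xcl1, Tox, Hat1 and Dnmt3a lie below 0 and the other genes drawn above it in both.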

Taking a closer look at some genes present in these gene sets, as well as other key effector CD8^+^ T cell markers, we found that BATF-overexpressing, tumor-infiltrating CD8^+^ T cells significantly upregulated genes encoding activation markers (*Cd44*, *Ifngr1*, and *Rara*), costimulatory molecules (*Cd28* and *Icos*), effector molecules (*Gzma*, *Gzmb*, *Gzmc*, and *Gzmf*), chemokine receptors (*Cxcr3*, *Cxcr4*, *Cxcr6*, *Ccr2*, and *Ccr5*), and transcription factors (*Id2*, *Zbtb9*, *Smad3*, *Lef1*, and *Hif1a*) (Figure 4D), many of which are known target genes of BATF [22]. 

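Transcripts of 4 granzymes rose in the libraries labelled MIT-BATF. Gzmb, which encodes the serine protease granzyme B, lies on chromosome 14 of GRCm38 from 56258838 to 56262260. It was at 817 ± 162 CPM in MIT-BATF and 370 ± 116 CPM in MIT-Empty (SD, n = 5 each), a log2 fold change of 1.14 (95% confidence interval 0.68 to 1.60, adjusted p = 0.00724 from edgeR's quasi-likelihood test), and every MIT-BATF library was above every MIT-Empty library. Gzma, on chromosome 13, was at 258 ± 37.5 and 118 ± 53.1 CPM (log2 fold change 1.13, adjusted p = 0.0257 from the same test). Gzmc was at 77.5 CPM in MIT-BATF replicate 1, between 162 and 389 in the other MIT-BATF libraries and between 61.5 and 90.9 in MIT-Empty (log2 fold change 1.64, adjusted p = 0.0119). Gzmf, the lowest of the 4, was at 21.7 ± 10.0 and 8.97 ± 1.29 CPM (1.26, adjusted p = 0.0214). Gzmb, Gzmc and Gzmf lie beside one another and are similar in sequence, so short reads may be split between them and their separate folds are uncertain. Over counts with shared reads taken once, Gzmb (adjusted p = 0.0435) and Gzmc (0.0333) passed, and Gzma (0.108) and Gzmf (0.224) did not.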

Upregulation of granzymes, in particular granzyme B, is a distinguishing marker of T cell effector function. Furthermore, when analyzing Reactome pathways, we found that the FOXO-mediated transcriptional program, which regulates cell survival, differentiation, cell growth, and metabolism during environmental stresses [30,31,32], was highly enriched in BATF-overexpressing CD8^+^ T cells (Figure S3C). 

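Among FOXO transcription factors, their partners and their targets, 4 of 64 measured genes rose and 2 fell in the libraries labelled MIT-BATF (9 and 2 when adjusted over the list alone). The sestrin gene Sesn3 (log2 fold change 0.70), the anti-proliferative gene Btg1 (0.73), S1pr1 and Smad3 rose in edgeR's quasi-likelihood test, Btg1 from 313 ± 13.9 to 519 ± 139 CPM (SD, n = 5 each, adjusted p = 0.0274). The genes that fell were Igf1r (-1.28), which encodes the IGF-1 receptor, and the metabolic coactivator gene Ppargc1a (-4.43). Ppargc1a was highest, like Tyrp1, in MIT-Empty replicate 4, at 19.6 CPM, against 0.783 CPM or less in each MIT-BATF library, while MIT-Empty replicate 2 (7.10 CPM) had 140 counts to the 121 of replicate 4. The median log2 fold change of the list was 0.10. By camera the list was higher in MIT-BATF with an adjusted p of 0.0205, and had an adjusted p of 0.197 with an estimated correlation. Over counts with shared reads taken once edgeR called 2 of 63 members higher (S1pr1 and Smad3) and 0 lower, with 13 at an unadjusted p under 0.05. Its filter left Ppargc1a untested there, while DESeq2 on those counts called 3 higher and Ppargc1a lower (adjusted p = 0.00511). The Reactome copy used here holds 2 sets named for FOXO, both too small to be tested, and the pathway of Fig. S3C is not analysed here.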

Interestingly, the transcription factor *Hif1a*, which is important in mediating the cellular response to hypoxic environments, was more highly expressed in BATF-overexpressing CD8^+^ T cells (Figure 4D), indicating that these cells may be better adapted to the hypoxic tumor microenvironment, as supported by previous work [33]. Additionally, GSEA revealed that BATF-overexpressing CD8^+^ T cells were negatively enriched for Reactome pathways of cellular responses to stress as well as stress-induced senescence (Figure S3C). Furthermore, certain markers of epigenetic regulation (*Tox*, *Hat1*, and *Dnmt3a*) were downregulated in BATF-overexpressing CD8^+^ T cells (Figure 4D), along with negative regulators of rRNA expression (Figure S3C). Among these, the transcription factor *Tox* is of specific interest as it is known to be upregulated in exhausted T cells in the settings of chronic infection and cancer [34,35,36]. Collectively, these findings support the idea that BATF is a key regulator of effector CD8^+^ T cell activity and function within the tumor and shed light on potential pathways that BATF may upregulate to facilitate effective tumor control.

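Hif1a encodes the oxygen-regulated subunit of hypoxia-inducible factor 1 and lies on chromosome 12 of GRCm38 from 73901375 to 73947530. It was at 671 ± 226 CPM in the libraries labelled MIT-BATF and 391 ± 50.0 CPM in MIT-Empty (SD, n = 5 each), a log2 fold change of 0.78 (standard error 0.20, 95% confidence interval 0.345 to 1.21, adjusted p = 0.0412 from edgeR's quasi-likelihood test). Every MIT-BATF library, at 480 CPM or more, was above every MIT-Empty library, at 467 CPM or less. MIT-BATF replicate 1 held the highest level of Hif1a, 1040 CPM, and is the library with the largest mitochondrial share. With shared reads counted once the log2 fold change was 0.73 and its adjusted p was 0.217.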

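Transcripts of Reactome's stress and stress-induced senescence pathways leaned downward in the libraries labelled MIT-BATF without passing the test. In the set Cellular responses to stress, 4 of 214 genes rose and 6 fell, with a median log2 fold change of -0.09 and an adjusted p of 0.435 by camera over the 783 sets tested. Of 116 genes in the set Cellular Senescence, 3 rose and 6 fell (adjusted p = 0.407). The set DNA Damage Telomere Stress Induced Senescence had 2 of 33 genes lower and none higher (median -0.14, adjusted p = 0.146), and 0.0215 without MIT-BATF replicate 5. The set Senescence-Associated Secretory Phenotype, with 6 of 58 genes lower, passed downward (adjusted p = 0.0121) but not with an estimated correlation (adjusted p = 0.547). Counting shared reads once, edgeR called 2 of its genes lower (camera adjusted p = 0.00242), 1 higher and 2 lower in each of the first 2 sets, and 0 of the 33 DNA damage genes, with 3 of these at an unadjusted p under 0.05 and 1 called by DESeq2.
In the list of 41 stress response genes, 1 rose and none fell. This was Eif2ak3, which encodes PERK, a kinase of the unfolded protein response, at 40.8 ± 8.43 CPM in MIT-BATF and 20.3 ± 3.24 CPM in MIT-Empty (SD, n = 5 each; log2 fold change 1.00, adjusted p = 0.00407 from edgeR's quasi-likelihood test). Of 38 senescence genes, the kinase gene Mapkapk3 (log2 fold change 0.90, adjusted p = 0.00123) and the histone demethylase gene Kdm6b (1.00, adjusted p = 0.00738) rose and none fell, and Kdm6b lost its call with shared reads counted once (adjusted p = 0.236). Adjusted over the list alone, these counts were 1 and 0 and 2 and 0. Both lists had an upward sign by camera and neither passed (adjusted p = 0.203 and 0.469).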

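Tox and Hat1 fell in the libraries labelled MIT-BATF, and Dnmt3a had a negative fold change. Hat1, which encodes a histone acetyltransferase, lies on chromosome 2 of GRCm38 from 71388958 to 71441622 and was at 102 ± 25.0 CPM in MIT-BATF and 173 ± 19.7 CPM in MIT-Empty (SD, n = 5 each; log2 fold change -0.76, standard error 0.18, adjusted p = 0.0244 from edgeR's quasi-likelihood test). Dnmt3a, a DNA methyltransferase gene on chromosome 12 from 3806007 to 3914443, was at 9.97 ± 1.54 and 16.1 ± 3.84 CPM (-0.69, adjusted p = 0.0756), with 9.29 CPM in MIT-Empty replicate 5 and 17.4 to 18.4 CPM in the other MIT-Empty libraries. Of 45 epigenetic regulators, 3 rose and 2 fell (3 and 3 when adjusted over the list alone), and the list did not pass its test (adjusted p = 0.988 by camera, with an upward sign against a median of -0.04). Those that rose were the DNA demethylase gene Tet1 (2.61), Kdm6b and the histone deacetylase gene Hdac4 (1.04). Counting shared reads once, Hat1 had an adjusted p of 0.168, Dnmt3a of 0.23, Tet1 of 0.0806 and Kdm6b of 0.236, and 1 of the 45 regulators rose (Hdac4) and 1 fell (Tox).
Of 29 factors that silence or transcribe rRNA genes, edgeR called 0 at an adjusted p under 0.05, 0 when adjusted over the list alone and 1 at an unadjusted p under 0.05, and DESeq2 and limma voom each called 0. The list had an adjusted p of 0.968 by camera, with an upward sign against a median of -0.02. Reactome's set Negative epigenetic regulation of rRNA expression was lower (5 of 50 genes lower and none higher, adjusted p = 0.0202 by camera), as were its parts, the SIRT1 set (5 of 31 lower, adjusted p = 9.45e-04) and the NoRC set (5 of 42 lower, adjusted p = 0.0023). With an estimated correlation the adjusted p of these 3 sets were 0.72, 0.602 and 0.629. Counting shared reads once, 1 gene was lower by edgeR in each of the 3 sets, and their adjusted p by camera were 0.0042, 1.09e-04 and 1.9e-04. The 5 lower genes of the first set were all histone genes. In a test chosen after the results were seen, its 27 other genes had an unadjusted p of 0.706 by camera, with an upward sign. Without MIT-BATF replicate 1 the first set had an adjusted p of 0.0933, and without MIT-Empty replicate 5 one of 0.0889.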

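Tox, on chromosome 4 of GRCm38 from 6686353 to 6991557, was lower in every library labelled MIT-BATF than in every library labelled MIT-Empty. Its levels were 14.6, 7.87, 6.33, 8.81 and 8.35 CPM in MIT-BATF replicates 1 to 5 and 21.3, 27.7, 48.8, 26.2 and 32.4 CPM in MIT-Empty replicates 1 to 5. The log2 fold change was -1.79 (standard error 0.25, 95% confidence interval -2.33 to -1.25, adjusted p = 0.00123 from edgeR's quasi-likelihood test), and the adjusted p was 0.00794 with shared reads counted once. Ikzf2, another transcription factor gene of the exhaustion list, moved with it, at an adjusted p of 0.00927.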

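Of 18 measured genes of BATF, AP-1 and partner factors, 1 rose (Maf) and none fell in the libraries labelled MIT-BATF (1 and 0 when adjusted over the list alone), while DESeq2 called 2 higher and limma voom 3. The list had an adjusted p of 0.0599 by camera, upward, and 0.438 with an estimated correlation. It passed with shared reads counted once (0.0323), though not with an estimated correlation as well (0.469). Nfatc2 and Ets1, genes of other DNA-binding factors, had log2 fold changes of 0.90 and 0.44 (adjusted p = 0.14 and 0.0927 from edgeR's quasi-likelihood test). Irf4, whose product binds DNA together with BATF, was at 13.0 ± 5.33 CPM in MIT-BATF and 12.7 ± 5.03 CPM in MIT-Empty (SD, n = 5 each; log2 fold change 0.05, adjusted p = 0.955 from the same test). Among 19 genes of common gamma chain and IL-21 signaling, Cish, a feedback inhibitor of cytokine signaling, rose (0.96, adjusted p = 0.0119) and Il15ra fell (-0.83, adjusted p = 0.0342). This list had 6 higher and 1 lower when adjusted over the list alone, with an adjusted p of 0.00666 by camera and 0.33 with an estimated correlation. Il21r and Stat3 had log2 fold changes of -0.26 and 0.19. With shared reads counted once neither Cish (adjusted p = 0.0663) nor Il15ra (0.427) passed.
From the gene sets enriched in these cells (Fig. 4A-C), the paper proposes that overexpressed BATF gives an effector profile with more function, not an exhausted one. Turning to single genes and Reactome pathways (Fig. 4D and Fig. S3C), it singles out the lower expression of Tox, known from exhausted T cells. From all of these findings it proposes that BATF is a main regulator of the activity of effector CD8+ T cells in the tumor, and it names the pathways as ones that BATF may upregulate.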

## 3. Discussion

In this study, we established the critical role of the IL-21–BATF pathway in maintaining functional tumor-reactive CD8^+^ T cells in cancer. CD8^+^ T cells require IL-21-producing CD4^+^ T cells’ help to undergo differentiation towards a functional effector state [5]; we have now shown that BATF is intrinsically necessary for this process. We have additionally shown that by overexpressing BATF in CD8^+^ T cells, we can enhance CD8^+^ T cell infiltration, effector differentiation, and function in melanoma. Finally, transcriptional assessment of adoptively transferred BATF-overexpressing CD8^+^ T cells revealed a more effector-like and less exhausted program according to several GSEA and gene-level differential expression analyses. These results reveal that BATF overexpression may bypass the need for CD4^+^ T cell help to prevent exhaustion and enhance effector function, providing an avenue for cellular anti-tumor therapeutic intervention.

CD4^+^ T cells are not only important for providing help to CD8^+^ T cells via antigen presentation, but also help in facilitating a cytotoxic T cell effector differentiation program [37,38]. Unfortunately, the tumor microenvironment (TME) is largely immunosuppressive, with the predominant CD4^+^ T cell population found in tumors being regulatory T cells [15,39]. Interestingly, as previously observed in the B16 melanoma model, CD8^+^ T cells primarily exist in two dysfunctional states within the TME, either terminally exhausted or progenitor-like [40], which resemble an immunological state similar to “unhelped” CD8^+^ T cells in the setting of chronic LCMV infection [5,41]. Our recently published work has shown that when CD4^+^ T cell help is removed via CD4 depletion, the development of CX_3_CR1^+^ effector CD8^+^ T cells in chronic LCMV infection is abrogated [41], thus mimicking the CD4^+^ T cell-deplete TME. Conversely, ACT of CD4^+^ helper T cells has shown promise in cancer immunotherapy models [24,25], where they function as a “living drug” via cytokine production. Most notably, Th17 and Th9 cells appear to be a more effective than Th1 cells in limiting tumor progression [42]. Although the precise mechanisms by which they mediate this anti-tumor effect are not well understood, IL-21, commonly produced by both of these helper T cell subsets, may play an important role in their anti-tumor function [26]. Our previous findings have demonstrated that IL-21-producing CD4^+^ T cell ACT augments the effector CX_3_CR1^+^ CD8^+^ TIL population, resulting in enhanced tumor control [5]. In this study, our data show that BATF, one of the downstream targets of IL-21 signaling, is necessary for CD8^+^ T cell effector differentiation and anti-tumor function. However, it is important to note that BATF expression is not solely dependent on IL-21 signaling and can also be induced by T cell receptor (TCR) stimulation as well as other cytokines such as IL-12 [43,44,45]; thus, our study aims to provide one approach to enhance BATF expression and improve CD8^+^ T cell anti-tumor function.

Recognizing that BATF is an intrinsically necessary transcription factor in CD8^+^ T cell infiltration/survival and function within the tumor, we wanted to test whether BATF overexpression could further enhance CD8^+^ T cell function and tumor control. After observing the significant effects mediated by BATF overexpression, we decided to further investigate potential mechanisms by which BATF regulates CD8^+^ T cells by conducting transcriptional analysis of tumor-infiltrating, retrovirally transduced CD8^+^ T cells. Transcriptomic analyses revealed several effector-like gene signatures, as anticipated. Interestingly, GSEAs also revealed differential enrichment of several gene sets related to the interferon response, hypoxia, cellular stress and senescence, and regulation of rRNA expression (Figure 4 and Figure S3). 

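Interferon-induced genes rose in the libraries labelled MIT-BATF. Of 39 genes induced by interferon alpha or beta, 5 rose and none fell (13 and 0 when adjusted over the list alone), with a median log2 fold change of 0.43 and 35 of 39 fold changes above 0. Usp18, a brake on interferon receptor signaling, was at 22.0 ± 5.68 CPM in MIT-BATF and 5.46 ± 1.31 CPM in MIT-Empty (SD, n = 5 each; log2 fold change 2.03, standard error 0.23, adjusted p = 2.26e-04 from edgeR's quasi-likelihood test). Ifit3 (2.01), the exonuclease gene Isg20 (0.98), the transcription factor gene Irf7 (0.86) and Samd9l (0.84) also rose. Of 41 genes induced by interferon gamma, 7 rose and none fell (9 and 0 when adjusted over the list alone), with a median of 0.32. These encode GTPases of host defense, namely Gbp2 (1.14), Gbp6 (0.73), Gbp7 (0.82), Igtp (0.69), Irgm1 (0.99), Tgtp1 (2.05) and Tgtp2 (1.24). Tgtp1, on chromosome 11 of GRCm38 from 48985327 to 48994172, rose from 16.4 ± 3.32 to 67.6 ± 19.9 CPM, and as Tgtp1 and Tgtp2 are near-identical copies their separate levels are uncertain.
The lists had adjusted p of 7.2e-09 and 2.32e-07 by camera, and both 0.0424 with an estimated correlation. Reactome's set Interferon Signaling was higher, with 6 of 96 genes up and 3 down (adjusted p = 0.0377, and 0.547 with an estimated correlation; 2 up and 3 down counting shared reads once), while its gamma (0.0524) and alpha/beta (0.415) sets did not pass. With shared reads counted once, 1 gene of the first list (Usp18) and 3 of the second (Irgm1, Tgtp1 and Tgtp2) passed edgeR's test, at list adjusted p of 4.37e-11 and 1.17e-09 by camera. Melanoma and macrophage markers were lower in the same libraries.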

As demonstrated by a previous publication, REGNASE-1 deficiency reprograms CD8^+^ T cells in the tumor by enhancing BATF, resulting in improving mitochondrial metabolism, which is reversed upon BATF deletion [33]. Similarly, we found a reduction in the hypoxia hallmark gene set (Figure 4A) and oxidative stress-induced senescence gene set (Figure S3C) in BATF-overexpressing CD8^+^ T cells, suggesting that these cells are more adapted to the hypoxic tumor microenvironment, resulting in better overall presence and survival in the tumor (Figure 3C). Therefore, further investigation into potential metabolic targets of BATF may provide insight as to how BATF mediates effector CD8^+^ T cell survival and function in cancer. Additionally, as BATF is a member of the Activator protein 1 (AP-1) family of transcription factors [46], it undoubtedly plays a significant role in regulating the transcription of various lineage-defining genes, particularly via cooperative binding between BATF and interferon regulatory factor 4 (IRF4), a transcription factor downstream of T cell receptor signaling [22,47]. Together, BATF and IRF4 function as pioneer transcription factors, remodeling the chromatin landscape [48]. 

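Of 37 measured hypoxia and glycolysis genes, none rose and 2 fell in the libraries labelled MIT-BATF (0 and 2 when adjusted over the list alone). Car9, which encodes carbonic anhydrase IX, had a log2 fold change of -5.90 (standard error 1.19, adjusted p = 0.0109 from edgeR's quasi-likelihood test), and the collagen prolyl hydroxylase gene P4ha2 one of -2.33 (adjusted p = 0.0227). Car9 stood at 79.3 CPM in MIT-Empty replicate 4, where Tyrp1 was also highest, and at 0.892 CPM or less in MIT-BATF. Replicate 2 of MIT-Empty had 25.4 CPM, or 501 counts to the 491 of replicate 4, and the other MIT-Empty libraries had 3.19 CPM or less. The glycolysis genes Ldha (-0.08), Gapdh (0.00), Pkm (-0.13) and Slc2a1 (-0.18) did not pass the test. The list leaned downward with a median of -0.08 and did not pass (adjusted p = 0.175 by camera, 0.726 with an estimated correlation). With shared reads counted once no member passed edgeR's test, Car9 having an adjusted p of 0.0806, and 6 had an unadjusted p under 0.05. DESeq2 called 0 on those counts and gave no adjusted p for Car9.
In Reactome's set Oxidative Stress Induced Senescence, 3 of 68 genes rose and 5 fell, with a median log2 fold change of -0.10 and an adjusted p of 0.361 by camera. The 5 lower genes were all histone genes. In a test chosen after the results were seen, the set's 45 other genes had an upward sign and did not pass. Their unadjusted p by camera was 0.149, and 0.221 with shared reads counted once. The set Cellular response to hypoxia had 1 of 21 genes higher and none lower (adjusted p = 0.463, upward). Over counts with shared reads taken once edgeR called 1 higher and 1 lower in the first set and 0 in the hypoxia set, where 3 had an unadjusted p under 0.05 and DESeq2 called 0.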

By changing the chromatin landscape, BATF promotes the differentiation of effector CD8 T cells, as observed in the LCMV chronic infection model [22]. However, further investigations into the epigenetic mechanisms by which BATF regulates effector CD8^+^ differentiation in cancer remain of interest.

## 4. Materials and Methods 

### 4.1. Mice

C57BL/6 and C57BL/6 CD45.1/CD45.1 mice were purchased from National Cancer Institute (NCI) (Rockville, MD, USA). C57BL/6 Thy1.1/Thy1.1 Pmel, *Batf ^−/−^*, B6.IL21-VFP knock-in reporter, and *Cd8a^−/−^* mice were obtained from The Jackson Laboratory. Pmel mice were crossed with C57BL/6 mice for at least 4 generations to generate Thy1.2/Thy1.2 Pmel mice. All in vivo experiments used eight- to twelve-week-old male and female mice. All mice used in these studies were bred and maintained under the guidelines approved by the Institutional Animal Care and Use Committee (IACUC) of the Medical College of Wisconsin (AUA00003003).

### 4.2. Bone Marrow Chimeras

Mixed bone marrow chimera (MBMC) mice were generated with *Cd8a^−/−^* recipient mice. *Cd8a^−/−^* mice were irradiated (Gammacell 40 Exactor) with two doses of 500 rad about 4 h apart. Donor bone marrow was obtained from *Cd8a^−/−^* and *Batf^−/−^* mice. Femurs and tibiae were harvested and the bone marrow was flushed using RPMI containing 10% fetal bovine serum (FBS) (Hyclone, Logan, UT, USA). Irradiated mice were intravenously administered 3 × 10^6^ cells consisting of a 30:70 mixture of *Batf^−/−^* and *Cd8a^−/−^* bone marrow cells and allowed eight weeks to engraft. Following the engraftment period, mice were bled to confirm bone marrow reconstitution via flow cytometry prior to experimental use.

### 4.3. Tumor Cell Lines, Inoculation, and Treatments

The B16-F10 tumor cell line was originally purchased from American Type Culture Collection (ATCC) and obtained from Dr. Susan Kaech (Salk Institute, San Diego, CA, USA) in 2013; it has not been further authenticated and tested for *Mycoplasma*. The B16-GP33 tumor cell line was generated as described [49] using the GP33-expressing plasmid generously provided by Hanspeter Pircher (University of Freiburg, Freiburg im Breisgau, Germany). Tumor cells were cultured in DMEM media (Lonza, Morristown, NJ, USA) supplemented with 10% FBS (Hyclone, Logan, UT, USA), 2 mmol/L L-glutamine (Corning, Corning, NY, USA), and 100 U/mL penicillin/streptomycin (Corning, Corning, NY, USA). Tumors were established by subcutaneous injection of 2 × 10^5^ tumor cells into the flanks of mice. Tumor growth was measured using a caliper and tumor volumes were calculated as [length × (width)^2^]/2 (The Jackson Laboratory, Bar Harbor, ME, USA).

### 4.4. Generation of Tumor-Reactive IL-21-Producing CD4^+^ T Cells

Bone marrow cells were isolated from C57BL/6 mice as described above and cultured for one week in RPMI medium (Lonza, Morristown, NJ, USA) containing 10% FBS and 200 ng/mL Flt3L to promote dendritic cell (DC) differentiation. On day 7, DCs were incubated with freeze-thawed tumor lysates at a ratio of three tumor cell equivalents to one DC, as described [50]. After overnight incubation, DCs were maturated with lipopolysaccharide (LPS) (100 ng/mL) for 4–6 h. Mature DCs and purified IL-21-VFP CD4^+^ T cells, isolated from spleen and lymph nodes (Stem Cell Technologies, Vancouver, BC, Canada), were mixed in a 1:5 (DC:T) ratio and cultured under Th17 skewing conditions: IL-6 (100 ng/mL), transforming growth factor beta (TGF-β) (10 ng/mL), IL-23 (20 ng/mL), IL-21 (10 ng/mL), and anti-IL-4 and anti-IFN-γ antibodies (1 μg/mL). Three million IL-21-VFP^+^ activated CD4^+^ T cells were adoptively transferred into recipient tumor-bearing mice inoculated with B16-GP33 melanoma.

### 4.5. Generation of BATF-Overexpressing Tumor-Specific CD8^+^ T Cells

Splenocytes from Pmel Thy1.2/Thy1.2 mice were harvested and mashed against a cell strainer to create a single cell suspension followed by red blood cell lysis (ACK Lysis Buffer, Lonza). Pmel T cells were then activated with gp100 peptide (Genscript, Piscataway, NJ, USA) and 10 IU/mL IL-2 for 24 h, followed by transduction with the MSCV-IRES-Thy1.1 (MIT) retroviral vector (RV) [51]. MIT RV was generously provided by Dr. Susan Kaech. Mouse BATF open reading frame (ORF) (synthesized by Integrated DNA Technologies, IDT) was subcloned into the MIT vector to generate a BATF-expressing vector (MIT-BATF). Following transduction with either empty vector (MIT-Empty) or MIT-BATF, cells were cultured for 24 h. Then, the cells were washed three times to remove residual gp100 peptide and subsequently cultured with 50 IU/mL IL-2, 10 ng/mL IL-7, and 10 ng/mL IL-15. Positively transduced cells (either MIT-Empty or MIT-BATF) were identified by their expression of Thy1.1 surface marker, confirmed by flow cytometry. Five million Thy1.1^+^ positively transduced Pmel CD8^+^ T cells were adoptively transferred by retroorbital injection into each tumor-bearing mouse. CD45.1 mice were used as recipients in order to distinguish adoptively transferred CD8^+^ T cells from endogenous CD8^+^ T cells.

### 4.6. Immune Cell Isolation from Tumors

Tumors were dissected, cut into 2–3-mm sections, and digested in RPMI media containing 10% FBS, 0.7 mg/mL collagenase I (Worthington, Lakewood, NJ, USA), 100 μg/mL bovine pancreatic DNase type I, grade II (Sigma-Aldrich, St. Louis, MO, USA), and 5 mM MgCl_2_ (Sigma-Aldrich) for 45 min at 37 degrees C while shaking. Tumors were then passed through a cell strainer and immune cells were isolated via gradient centrifugation with LymphoPrep (Stem Cell Technologies, Vancouver, BC, Canada, USA). 

### 4.7. Flow Cytometry

Lymphocytes were isolated from tissues as described above. Cells were then stained with antibodies against cell surface antigens for 30–60 min at 4 degrees C. Intracellular and transcription factor staining were performed using the True Nuclear transcription factor buffer set (Biolegend, San Diego, CA, USA). Flow cytometry data were acquired on an LSRII or FACSCelesta (BD Biosciences, San Jose, CA, USA) flow cytometer and analyzed using FlowJo (Treestar, Ashland, OR, USA).

### 4.8. Bulk RNA Sequencing and Analysis

At day 7 post-adoptive transfer, immune cells were isolated from the tumors of B16F10 melanoma-inoculated mice, as described above. For each biological replicate, 2000 positively transduced (Thy1.1^+^) live (7AAD^−^) Pmel T cells from each mouse were directly sorted into lysis buffer containing Protector RNase Inhibitor (Roche, Basel, Switzerland). RNA-seq libraries were prepared using a modified SMART-Seq2 protocol [52] and sequenced with a NextSeq 500 sequencer using a high-output V2 75 cycle kit (Illumina) in 37 bp paired-end mode. Bulk RNA-seq data were aligned to the *Mus musculus* mm10 genome and quality control was performed using the nf-core/rnaseq pipeline v1.4.2 (doi:10.5281/zenodo.1400710, accessed 10 September 2019) [53]. Gene expression was quantified using Salmon [54]. RNA-seq libraries were then normalized and genes were tested for differential expression between MIT-Empty and MIT-BATF samples with DESeq2 v1.24.0 [55]. DESeq2 Wald tests were used to determine whether fold changes were significantly different from zero. For heatmap visualization, data were transformed using the regularized logarithmic transformation [55]. Pre-ranked gene set enrichment analyses (GSEAs) were conducted using shrunken fold-changes and fgsea v1.12.0. The Reactome [56] and Molecular Signatures [57,58] databases were used for GSEA [59]. The Benjamini–Hochberg method was used to adjust *p*-values for false discovery in both differential expression and GSEA analyses [60]. 

### 4.9. Statistical Analysis

Statistical tests for cellular flow cytometry data were performed using GraphPad Prism (version 9.0, GraphPad, San Diego, CA, USA). *p*-values were calculated using two-tailed unpaired Student’s *t*-tests. Kaplan–Meier plot with log-rank (Mantel–Cox) test was used for survival curve analysis. Two-way ANOVA was used for tumor volume curve analysis. * *p* < 0.05 in all data shown.

## 5. Conclusions

Our study reveals the critical role of BATF in maintaining and enhancing functional effector CD8^+^ T cells in response to cancer. BATF overexpression in CD8^+^ T cells enhances CD8^+^ T cell infiltration as well as effector CD8^+^ T cell differentiation and function in a melanoma tumor model. Finally, transcriptomic analyses suggest that BATF promotes a more effector-like and less exhausted gene expression program. Taken together, our findings reveal that BATF overexpression bypasses the need for CD4^+^ T cell help and could be harnessed to provide therapeutic benefits by enhancing effector CD8^+^ T cell survival and anti-tumor functions.

## Figures and Tables

**Figure 1:**
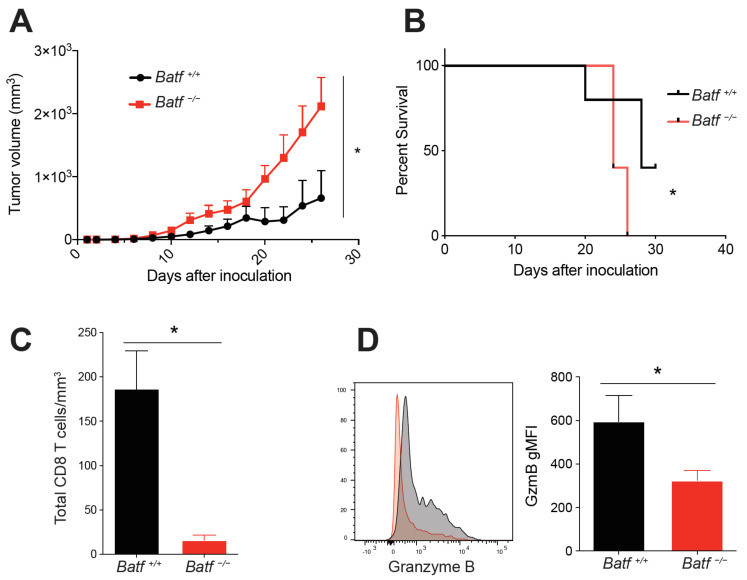
Basic Leucine Zipper ATF-Like Transcription Factor (BATF) is intrinsically required for effector function of tumor-infiltrating CD8^+^ T cells. Mixed bone marrow chimera mice were inoculated with B16 melanoma. Tumor (B16-F10) growth (**A**) and survival (**B**) were monitored over time (*n* = 5). Mixed bone marrow chimera mice were inoculated with B16-GP33 tumors and then sacrificed 8–12 days later, once tumors were palpable. (**C**) Total CD8^+^ T cells/mm^3^ of tumor, assessed via cell counts and flow cytometry (*n* = 4–5 per group). The gating strategy is depicted in Figure S1. (**D**) Granzyme B mean fluorescence intensity (MFI) of activated (CD44^+^) tumor-infiltrating CD8^+^ T cells; representative histograms are shown (*n* = 14 per group). (*, *p*-value < 0.05).

**Figure 2:**
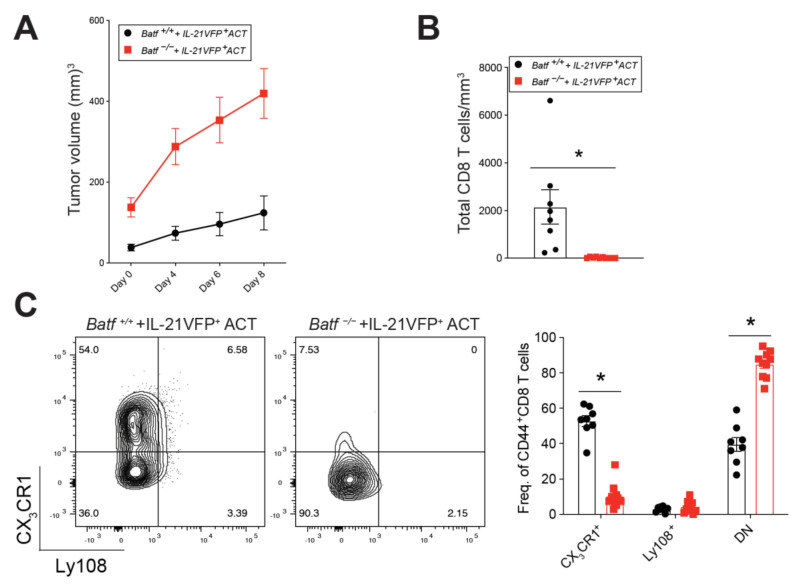

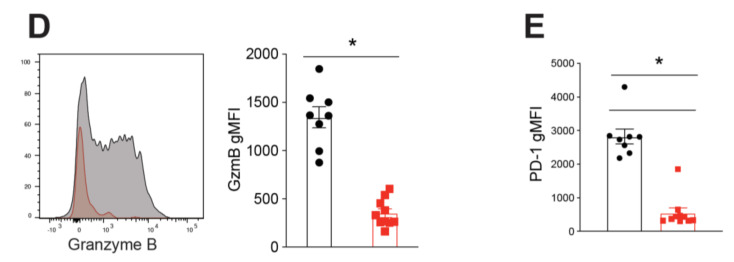
BATF is necessary for endogenous CD8^+^ T cell differentiation in response to adoptive cell transfer (ACT) of interleukin (IL)-21-producing CD4^+^ T cells. Mixed bone marrow chimera mice were inoculated with B16-GP33 melanoma. After tumors were palpable, mice were sub-lethally irradiated and adoptively transferred with IL-21-producing CD4^+^ T cells. Mice were sacrificed after 8 days. (**A**) Tumors were measured to monitor growth following treatment. (**B**) The number of CD8^+^ T cells/mm^3^ of tumor, assessed via cell counts and flow cytometry. (**C**) Frequency of the effector (CX_3_CR1), progenitor (Ly108), and exhausted (double-negative, DN) populations within the activated (CD44^+^) tumor-infiltrating CD8^+^ T cells, along with representative dot plots. Granzyme B (**D**) and PD-1 (**E**) MFI of activated tumor-infiltrating CD8^+^ T cells, with representative histograms shown. (**A**–**E**, *n* = 8–10 mice per group). (* *p*-value < 0.05).

**Figure 3:**
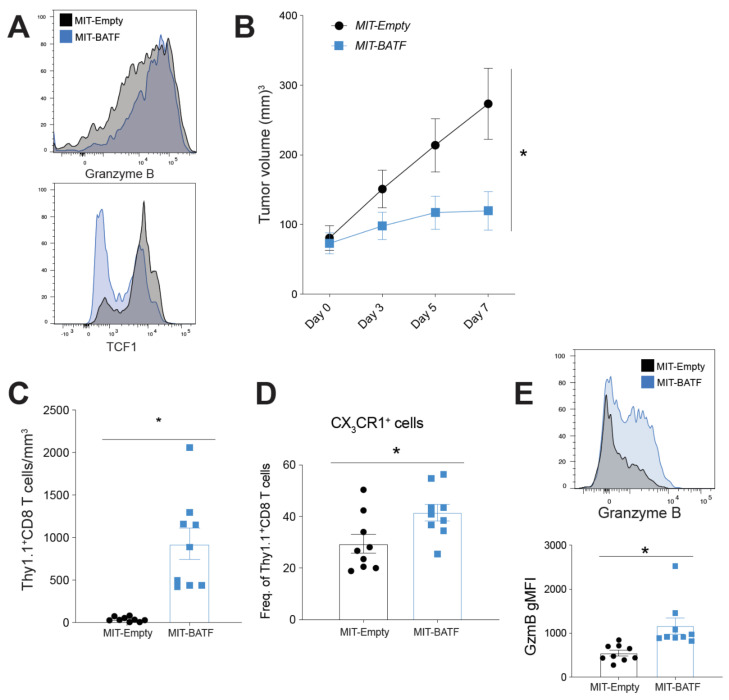
Adoptive transfer of BATF-overexpressing tumor-specific CD8^+^ T cells bypasses the need for CD4^+^ T cell help. Pmel CD8^+^ T cells were activated and transduced with either MIT-Empty- or MIT-BATF-expressing retrovirus. B16-GP33 tumor-bearing CD45.1 mice were then adoptively transferred with MIT-Empty- or MIT-BATF-transduced (Thy1.1^+^), tumor-specific CD8^+^ T cells. (**A**) Granzyme B and TCF1 expression levels of transduced CD8^+^ T cells. (**B**) Tumor volumes were measured following treatment, until sacrifice (*n* = 13 mice per group). (**C**) The number of CD8^+^ T cells/mm^3^ of tumor, assessed via cell counts and flow cytometry. (**D**) Frequency of CX_3_CR1^+^ population within tumor-infiltrating, adoptively transferred transduced CD8^+^ T cells. (**E**) Granzyme B MFI of tumor-infiltrating, adoptively transferred transduced CD8^+^ T cells. (**C**–**E**, *n* = 9 mice per group). (* *p*-value < 0.05).

**Figure 4:**
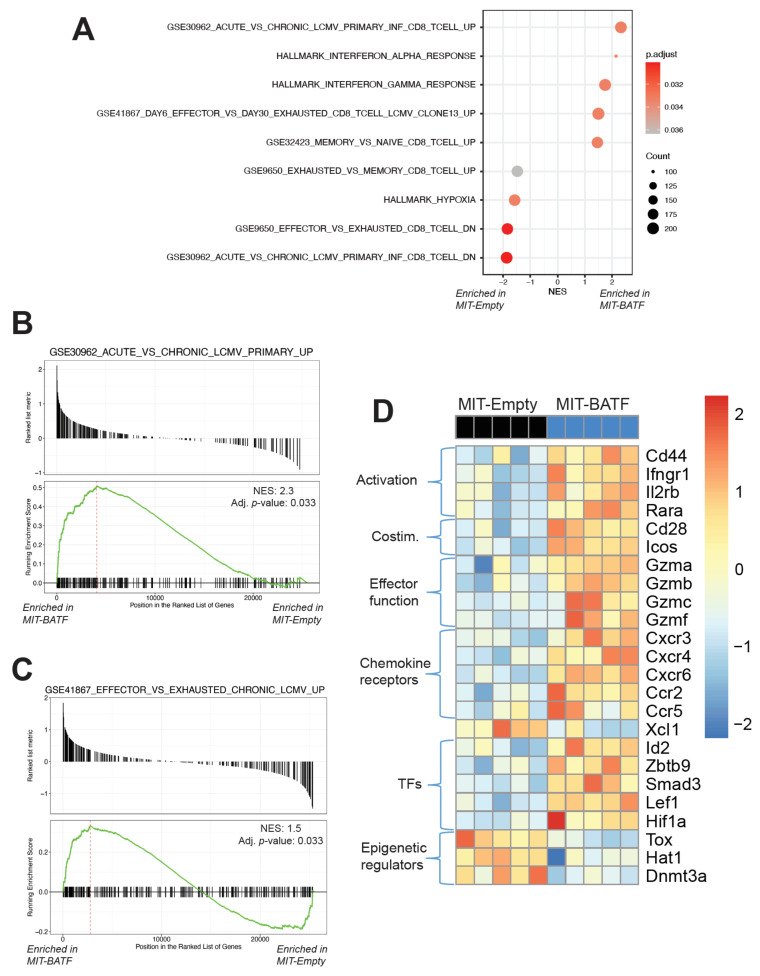
Tumor-infiltrating, adoptively transferred BATF-overexpressing CD8^+^ T cells maintain an effector program via enhanced expression of key genes. B16-F10 tumor-bearing mice were adoptively transferred with MIT-Empty- or MIT-BATF-transduced Pmel CD8^+^ T cells. One week following ACT, tumors were harvested and immune cells were isolated, stained, and florescence-activated cell sorting (FACS)-sorted for Thy1.1^+^ adoptively transferred CD8^+^ T cells. Bulk RNA sequencing was conducted on MIT-Empty and MIT-BATF cells. (**A**–**C**) Gene set enrichment analysis (GSEA) pathways differentially enriched in MIT-Empty and MIT-BATF cells. (**D**) Heatmap of select genes from gene sets and other key markers. (*n* = 5 mice per group).

## Data Availability

The data presented in this study are openly available in GEO, reference number GSE165420.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/13/6/1263/s1, Figure S1: Gating strategy to assess tumor-infiltrating CD8^+^ T cells; Figure S2: BATF retrovirally transduced CD8^+^ T cells; Figure S3: Tumor-infiltrating, adoptively transferred BATF-overexpressing CD8^+^ T cells are more resistant to cellular stress and senescence.

How the deposited data were processed for this re-analysis (not part of the article)

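RNA was measured in tumor-infiltrating Pmel CD8+ T cells from 10 mice with B16-F10 melanoma, 5 whose libraries are labelled MIT-BATF and 5 labelled MIT-Empty. The authors sequenced SMART-Seq2 libraries and ran the nf-core/rnaseq pipeline with the mm10 genome. Salmon is also named in the submitters' processing notes, and its version is not given in the sources used here. The deposited files hold estimated counts from Salmon, which need not be whole numbers. They also hold the authors' TPM values, scaled to transcript length and library total, which were not used for tests. Condition and replicate were taken from the sample labels, which name the libraries 1 to 5 in each group. The names of the deposited tables carry another number, 0, 1, 3, 10 and 30 for replicates 1 to 5 in both groups. Its meaning is not given in the sources used here, so whether it marks a further condition or a pairing of the groups is not known, and it was not used in any test between the groups.
Of 112092 transcripts, 305 had no match in the GENCODE annotation of GRCm38 and were left out, with between 0.0617% and 0.089% of each library's counts. The rest belong to 34932 genes, 27420 of them with a count. Estimated counts were summed per gene and rounded to whole numbers. The protocol does not mark strand, so reads from a gene and an overlapping antisense gene cannot be told apart. Reads of near-identical copies are split by Salmon's estimate, which leaves their separate levels uncertain. Depth per library limits what low genes can show. In counts simulated for 11129 genes from the real means, with 200 changed, the test recovered 32% of genes changed 2-fold and 83% of those changed 4-fold with separate libraries. With the nesting described next these shares were 49% and 89%, at the cost of more false calls. With no gene changed, 0 genes were called with separate libraries and 11 with nesting.
Genes were tested by edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr, condition as the only term) on the 11781 genes the filter kept, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. CPM values use the TMM-scaled library sizes, and errors are SDs over 5 libraries. Principal components were taken from blind rlog values (DESeq2 1.42.0) of the 500 most variable genes, and their scores were compared by an exact two-sided permutation test over 252 assignments. Tests were run in R 4.3.3 and tables and figures were made in Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.
Gene lists were tested by camera (limma 3.58.1) at a preset correlation of 0.01 where at least 5 members were measured, which held for 29 of 33 lists. Lists for the paper's conclusions covered effector, memory and exhaustion genes, genes induced by interferon alpha or beta and by interferon gamma, hypoxia and glycolysis, FOXO, stress, senescence and rRNA silencing. Others covered activation, costimulation, chemokine receptors, adhesion, BATF and AP-1 factors, epigenetic regulators, proliferation, oxidative phosphorylation, T cell receptor signaling and the common gamma chain and IL-21 pathway. Technical lists covered dissociation, CD8 identity, melanoma, macrophage, dendritic cell, neutrophil, B cell, NK cell, CD4 T cell, fibroblast and endothelial, erythroid, mitochondrial and sex-linked genes. Reactome sets of 10 to 500 measured genes came with fgsea 1.28.0. Of 7111 gene IDs in that copy 6856 (96.41%) were matched, and 783 sets were tested.
Genes named in the text follow a rule with 4 parts. It takes every gene the paper names for these samples, and the 12 largest rises and 12 largest falls among genes past the threshold with a mean log2 CPM of at least 3 and no overlap between groups, leaving out predicted genes, pseudogenes and receptor gene segments. It also takes up to 4 members per list with the smallest p, any member past the threshold against its list's majority, and the most abundant member of each technical list. This gave 171 genes, some of which are not reported here. Btla, Ikzf2, Nr4a3, Havcr2, Lag3, Tigit, Prf1, Tbx21, Sesn3, Irf7, Gbp6, Gbp7 and Igtp fall outside it and were chosen after their values were seen. The same holds for Ldha, Gapdh, Pkm, Slc2a1, Mrc1, Col3a1, Ms4a1, Cd79a, Hmgcs1 and Idi1.
Libraries were compared in 45 pairs, and in 4 of them the counts of one library lay within those of the other, set as exceeding it in under 1% of genes with at least 5 counts. In the fit with shared reads counted once, values under 0 after the subtraction were set to 0, which concerned at most 0.215% of the contained library's counts. This fit, fits without the contained or without the containing libraries, and DESeq2 or an estimated correlation on counts with shared reads counted once were added after the counts had been seen. Alternatives set earlier were DESeq2, RLE size factors, no filter, a filter at a mean count of 50, transcript length offsets, a block by replicate number, limma voom with quality weights, thinning to the smallest library, leaving out mitochondrial genes and leaving out each library in turn. Gene lists were also tested with an estimated correlation, fry and fgsea. The MSigDB sets were not used here.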

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

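All tests of explanations in this part and all values with shared reads counted once were chosen after the results were seen, while the gene lists and their other tests were set earlier.
Counts of MIT-Empty replicates 4 and 5 and MIT-BATF replicates 4 and 5 lie inside those of replicates 2 and 3 of the same group, with the contained library higher in at most 0.661% of genes. Over the 4 pairs the deviations of the contained library and of the rest of the other library had correlations of -0.418 to -0.251. Independent libraries give -0.25, and other pairs of one group had -0.44 to 0.231. Whether the subtraction itself lowers the values of the nested pairs was not tested. One RNA sequenced at different depths is argued against, because none of the nested pairs was above the value of independent libraries. That leaves reads of one library added to another as a candidate explanation, and files joined by the start of their name would do this, since the names of the deposited tables carry the numbers 10 and 30 for the contained libraries and 1 and 3 for those that hold them, in 4 of 4 nested pairs and in no other pair of one group. In simulated counts such sharing gave 83 false calls among 221, against 7 among 122 without it, so part of the 540 calls over the deposited counts may be false. No biological explanation was tested.
Batf was not higher in the libraries labelled MIT-BATF, at 12.4 CPM in replicate 1, apart from 22.6 to 26.5 CPM in the other MIT-BATF libraries. An exchange of group labels between the paper's figure and the deposit is argued against by Fig. 4D, where 24 of 24 genes go the way the paper gives, though an exchange made before the paper's own comparison would leave this unchanged. The paper's protein measures, made in transduced cells (Fig. 3A) and in cells from B16-GP33 tumors (Fig. 3D and 3E) and not in the B16-F10 tumors used here, put granzyme B and CX_3_CR1 higher with MIT-BATF and TCF1 lower, and under the deposited labels Gzmb rose (817 ± 162 against 370 ± 116 CPM) while Cx3cr1 and Tcf7 had log2 fold changes of 0.37 and 0.03 that did not pass edgeR's test, which does not settle the labels. A vector reading frame that differs from the mouse transcript could go uncounted, and this cannot be told apart from equal transcript levels (upper 95% limit of Batf's log2 fold change 0.23) because the sequence of the vector is not used here. The paper's check of BATF in transduced cells (Figure S2) is not analysed here, and lower Batf from its own locus stays open and untested.
Markers of other cell types were lower in MIT-BATF. Of 8 melanoma markers 7 fell (8 when adjusted over the list alone; median log2 fold change -3.86, adjusted p = 3.72e-07 by camera, 0.167 with an estimated correlation), with Tyrp1 up to 753 CPM and Dct up to 575 CPM in MIT-Empty replicate 4 after the Thy1.1 sort. Tested with shared reads counted once, 2 of 7 passed edgeR's test (Tyrp1 and Mlana, while Dct had an adjusted p of 0.0662 and Pmel of 0.087), DESeq2 gave no adjusted p for these 4, and that 7 of 7 had a fold below 0 restates this pattern and says nothing of its source. B cells as the source of Igkc (up to 99.1 CPM in MIT-Empty) are argued against, since Ms4a1 and Cd79a stayed at or under 0.245 CPM there. Melanoma cells or their RNA past the sort, fewer tumor cells left in tumors treated with MIT-BATF cells, and expression of such genes by the T cells stay open.
Among macrophage and monocyte markers 4 of 13 fell (7 when adjusted over the list alone), namely Lyz2 (log2 fold change -1.66), C1qc (-2.06), Apoe (-3.35) and Ms4a7 (-1.77), with an adjusted p of 6.06e-06 by camera and 0.144 with an estimated correlation. Counting shared reads once, edgeR called 1 of 12 macrophage markers, Apoe, and Lyz2, C1qc and Ms4a7 had adjusted p of 0.0864, 0.0813 and 0.0791, while DESeq2 called 5 on those counts. In the list of 5 B cell markers Ighm (-1.32), Ighd (-3.71) and Igkc (-6.40) fell and Cd79b (1.79) rose, the same when adjusted over the list alone, with an adjusted p of 0.00129 by camera and 0.0858 with an estimated correlation. Dcn (-4.36) and Sparc (-5.46) fell among 5 fibroblast and endothelial markers (3 lower when adjusted over the list alone), with an adjusted p of 8.63e-04 by camera and 0.0858 with an estimated correlation. Ighd (0.0545), Cd79b (0.128) and Sparc (0.0967) did not pass edgeR's test with shared reads counted once, while Ighm, Igkc and Dcn did.
Proliferation genes, which the paper does not discuss, fell in MIT-BATF with an adjusted p of 2.96e-12 by camera and 0.0523 with an estimated correlation. Reactome's set Cholesterol biosynthesis had an adjusted p of 1.54e-06 by camera and 0.444 with an estimated correlation.
Of 64 groups of 5 libraries checked for a library far from the others, 7 had one, where chance gives about 1 in 20. MIT-BATF replicate 1 had 33.2% of its counts in mitochondrial genes (other MIT-BATF libraries 11.5% to 15.1%, MIT-Empty libraries 15.5% to 23.1%). In the same library Trbv14, the V segment of the Pmel receptor, made up 98.6% of Trbv counts (others 99.3%). Ccr2 was at 142 CPM there (others 67.5 to 87.4). Xcl1 was at 2850 CPM in MIT-BATF replicate 5 (others 1490 to 1650). Cd28 was at 207 CPM in MIT-Empty replicate 4 (others 236 to 238). Dnmt3a was at 9.29 CPM in MIT-Empty replicate 5 (others 17.4 to 18.4).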

How the results depend on the processing

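Alternatives that treat the nested libraries (shared reads counted once, contained or containing libraries left out) and the counts of splits were chosen after the data were seen. The 540 calls kept their sign in each of the 23 alternatives that tested them, and their number was 903 with no filter, 304 after thinning, 140 with shared reads counted once, 96 without the contained libraries, 15 without the containing libraries, 1253 by DESeq2 and 1336 by limma voom. Leaving out single libraries gave 287 (without MIT-Empty replicate 2) to 772 (without MIT-BATF replicate 1), with 321 without MIT-BATF replicate 2. Fewer libraries were tested in the fits that leave libraries out. For the drop to 140 calls a simulation was run, in which shared reads gave 83 false calls among 221, against 7 among 122 without sharing. The cause of the other differences was not tested. Over the deposited counts only 6 splits of the libraries keep every nested pair in one group, too few for a share under 0.05, and the real one gave 540 calls against at most 0 by edgeR in the other 5, which had 614 to 1397 genes at an unadjusted p under 0.05 and were not run by other tools. With shared reads counted once 1 of 100 splits drawn from 126, the real one, reached its own count, 140 against at most 7, which makes chance unlikely there. The splits cannot tell an effect of the vector from melanoma RNA or another difference that follows the groups, since the calls include Tyrp1 and Mlana.
The first principal component kept its direction. Its p was 0.0625 with replicate number as a block and 0.1 without the contained or without the containing libraries, each the smallest those designs allow, and 0.00794 to 0.0238 without single libraries. The numbers share no stated origin, the correlations of same-numbered libraries were 0.13, 9.9e-05, 0.22, -0.046 and 0.022, and 4 of 10 libraries correlated best with their own number. The block gave 474 calls, 393 of them among the 540.
Of 29 lists 15 passed, and 5 did with an estimated correlation, 9 with an estimated correlation and shared reads counted once, and 13 to 17 without single libraries. The memory list (adjusted p = 0.079 by camera) passed with no filter (0.0143), with shared reads counted once (0.015, and 0.0142 by DESeq2), by limma voom (0.0192) and without MIT-Empty replicate 5 (0.0197), MIT-BATF replicate 3 (0.0423) or MIT-BATF replicate 5 (0.0432), up to 0.51 without MIT-Empty replicate 4. The hypoxia list passed downward without the containing libraries (0.0398), and had 0.0658 to 0.757 without single libraries. The FOXO list did not pass with an estimated correlation (0.197, and 0.148 with shared reads counted once), and had 0.00377 to 0.0387 without single libraries. The stress list passed with no filter (0.0111) and without MIT-BATF replicate 1 (0.0487), up to 0.511 without others. Without single libraries the adjusted p ran from 4.48e-06 to 8.53e-04 for effector genes, 0.512 to 0.866 for exhaustion genes, 1.85e-10 to 5.42e-07 and 3.14e-08 to 4.64e-06 for interferon alpha/beta and gamma genes, 0.321 to 0.621 for senescence and 0.647 to 0.987 for rRNA silencing.
Of 783 Reactome sets 84 passed, and 0 did with an estimated correlation, with or without shared reads counted once (0), where camera's lowest adjusted p was 0.37, though fgsea called 80. Without single libraries 49 (without MIT-BATF replicate 1) to 118 passed. With an estimated correlation the adjusted p was 0.72 for the negative epigenetic rRNA set, 0.602 for the SIRT1 set and 0.629 for the NoRC set, and 0.711, 0.68 and 0.596 with shared reads counted once. The first of these had 0.0971 without the containing libraries, and 5.4e-04 to 0.0933 (without MIT-BATF replicate 1) without single libraries, with 0.0889 without MIT-Empty replicate 5. The others had 6.68e-06 to 0.0148 and 1.66e-05 to 0.0193. DNA damage senescence had 0.0215 (without MIT-BATF replicate 5) to 0.405, stress responses 0.251 to 0.786, Cellular Senescence 0.186 to 0.742, oxidative stress senescence 0.104 to 0.537 and response to hypoxia 0.255 to 0.58.
Of the 24 genes of Fig. 4D, 17 passed, and 7 did with shared reads counted once, 2 without the contained libraries and 0 without the containing libraries by edgeR, where 927 of all genes had an unadjusted p under 0.05. Without single libraries 11 (without MIT-Empty replicate 2 or MIT-BATF replicate 4) to 18 passed, and DESeq2 and limma voom called 22 each. Over the named genes and alternatives 3443 values kept their call, 359 lost it, 74 gained it and 0 turned sign after a call. Depth limits such calls, as thinning to the smallest library left 14 of the 24 called, and ended those of the gene Rara (adjusted p = 0.132 from edgeR), the gene Gzmf (0.0503) and the gene Hif1a (0.0547), the last at 671 CPM in MIT-BATF.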

Differences from the paper's values

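The alternatives that treat the nested libraries and the test without histone genes were chosen after the values were seen, and the other tests were set earlier. The paper's number of libraries per group, 5, matches the number analysed.
Of the 24 genes of Fig. 4D, 24 had fold changes in the paper's direction and 17 passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper lists Cd44, Cd28 and Zbtb9 as significantly higher and Dnmt3a as lower, and these did not pass here. The gene Cd44 had an adjusted p of 0.119 from edgeR, and passed by DESeq2 (0.0459), by limma voom (0.0216) and without MIT-Empty replicate 4 (0.0489). The gene Cd28 had an adjusted p of 0.28 from edgeR and passed in none of the alternatives. The gene Zbtb9 had 0.0557 from edgeR, and passed by DESeq2 (0.0054), by limma voom (0.00725), with the stricter filter (0.0409) and without MIT-Empty replicate 1 (0.0477). The gene Dnmt3a had 0.0756 from edgeR, and passed by DESeq2 (0.0308), by limma voom (0.0275), with transcript length offsets (0.014) and without MIT-Empty replicate 5 (0.0193). Il2rb and Xcl1, also in Fig. 4D, had 0.133 and 0.129 from edgeR. Il2rb passed by DESeq2 (0.0314) and limma voom (0.0182), and Xcl1 by limma voom (0.0111) and without MIT-BATF replicate 5 (0.0285).
The paper describes a lower exhaustion profile and a higher memory profile. The lists used here are not the paper's gene sets, and their adjusted p by camera were 0.68 (downward) and 0.079 (upward). The paper reports Reactome's stress and stress-induced senescence pathways as negatively enriched. Here the sets Cellular responses to stress, Oxidative Stress Induced Senescence and DNA Damage Telomere Stress Induced Senescence had a downward sign, with adjusted p of 0.435, 0.361 and 0.146 by camera, and by fgsea 0.222, 0.169 and 0.131. Without its histone genes the set Oxidative Stress Induced Senescence had an upward sign (unadjusted p = 0.149 by camera). The paper reports a lower hypoxia hallmark set. The hypoxia and glycolysis list had a downward sign (adjusted p = 0.175 by camera) and passed without the containing libraries (0.0398), an alternative chosen after seeing the values, under which 0 of the 24 genes of Fig. 4D passed edgeR's test.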

Other observations

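The test of histone genes and all values with shared reads counted once were chosen after the results were seen, as were the genes Hmgcs1 and Idi1, while the other tests of lists and sets were set earlier.
Proliferation genes were lower in the libraries labelled MIT-BATF. Of 39 measured, 13 fell and none rose (19 and 0 when adjusted over the list alone), with a median log2 fold change of -0.47. The list had an adjusted p of 2.96e-12 by camera, 0.0523 with an estimated correlation, and 0.0453 with an estimated correlation and shared reads counted once. Melanoma markers were lower in the same libraries, 7 of 8 measured, and highest in MIT-Empty replicate 4. The cyclin gene Ccnb2 fell from 60.7 ± 10.3 to 29.2 ± 5.72 CPM (SD, n = 5 each; log2 fold change -1.05, adjusted p = 0.00297 from edgeR's quasi-likelihood test, 0.0195 with shared reads counted once). Ccna2 (-1.09), the topoisomerase gene Top2a (-0.75) and the ubiquitin-conjugating enzyme gene Ube2c (-1.52) fell as well, and with shared reads counted once 2 members passed, Ccnb2 and Ube2c. Reactome's set Cell Cycle, Mitotic had 28 of 389 genes lower and none higher (adjusted p = 9.64e-05 by camera, 0.515 with an estimated correlation), and 7 lower by edgeR with shared reads counted once.
In Reactome's set Cholesterol biosynthesis 3 of 23 genes fell and none rose (2 fell with shared reads counted once), with a median log2 fold change of -0.57. Hmgcs1, an enzyme of the mevalonate pathway, fell from 46.5 ± 5.53 to 24.6 ± 4.33 CPM (log2 fold change -0.92, adjusted p = 0.0034 from edgeR, 0.0162 with shared reads counted once). Idi1 fell from 97.5 ± 13.4 to 48.8 ± 9.41 CPM (adjusted p = 0.00243 from edgeR, and 0.0291 with shared reads counted once). The sets of G protein-coupled receptors that rose, led by Class A rhodopsin-like receptors (14 of 70 genes higher and 2 lower, adjusted p = 0.00674 by camera, 0.461 with an estimated correlation; 5 of 64 higher by edgeR with shared reads counted once), hold chemokine receptors.
Nuclear oxidative phosphorylation genes had a median log2 fold change of -0.14 over 28 members and were lower as a list (adjusted p = 0.036 by camera, 0.561 with an estimated correlation), with 0 called by edgeR, 1 at an unadjusted p under 0.05 and 0 by DESeq2 or limma voom. Of 29 T cell receptor signaling genes, Grap2 rose (0.83) and Sla, an adaptor gene that restrains receptor signaling, fell (adjusted p = 0.0269 from edgeR, and 0.167 with shared reads counted once), 1 and 1 when adjusted over the list alone, and the list did not pass (adjusted p = 0.51 by camera). Cx3cr1 was at 9.30 ± 1.07 CPM in MIT-BATF and 7.13 ± 0.817 CPM in MIT-Empty (SD, n = 5 each; log2 fold change 0.37, adjusted p = 0.307 from edgeR).
Among 7 dendritic cell markers Itgax (1.84, at an adjusted p of 0.193 from edgeR with shared reads counted once) and Xcr1 rose and H2-Aa (-1.96), H2-Eb1 (-2.19) and Cd74 (-1.93) fell (2 and 5 when adjusted over the list alone; adjusted p = 0.0827 by camera). Egr1 (1.02) rose among 16 dissociation-associated genes and did not pass with shared reads counted once (adjusted p = 0.126 from edgeR; 2 and 0 when adjusted over the list alone; adjusted p = 0.266). No gene was called by edgeR, DESeq2 or limma voom among 13 CD8 identity genes, 7 NK cell markers and 13 mitochondrial genes, with 0, 2 and 0 at an unadjusted p under 0.05 and adjusted p of 0.968, 0.587 and 0.796 by camera. The camera sign was upward for CD8 identity genes (median -0.03), upward for NK cell markers (median -0.19) and downward for mitochondrial genes (median 0.03). Too few members were measured to test the lists of neutrophil (1), CD4 T cell (3), erythroid (4) and sex-linked (4) genes, where the same tools called 0, with 0, 0, 1 and 0 at an unadjusted p under 0.05.
A hypothesis is that histone genes shared by several Reactome sets carry the fall of the rRNA silencing and senescence sets. The SIRT1 set had an unadjusted p of 2.78e-05 by camera, its 23 histone genes alone 2.36e-08, and its 8 other genes 0.311 with an upward sign. With an estimated correlation the SIRT1 and NoRC sets had adjusted p of 0.602 and 0.629, and no such value is given for histone genes alone. Without histone genes the NoRC set had an unadjusted p of 0.871 by camera and the Senescence-Associated Secretory Phenotype set one of 0.657. The set Oxidative Stress Induced Senescence, which had not passed, had an upward sign without them (unadjusted p = 0.149 by camera). Over all 67 histone genes tested the median log2 fold change was -0.65 and 13 were lower by edgeR, and with shared reads counted once 4 of 66 were lower (median -0.79). Their unadjusted p by limma's camera was 1.37e-15, and 4.01e-19 over those counts. The fall of these sets may therefore rest on histone transcripts, which cycling cells make in S phase, and a link to the lower proliferation genes was not tested.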
